A study of Drosophila melanogaster with 6 samples.

How the data were processed

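RNA sequencing measured gene expression in muscle-enriched lysates of Drosophila melanogaster larvae. The labels give 2 genotypes with 3 libraries each. In both, the Mef2-Gal4 driver, which is active in muscle, expressed a UAS hairpin together with a UAS-Dicer-2 transgene that strengthens RNA interference. The hairpin targeted tmod in one genotype. In the other it targeted mCherry, a fluorescent protein that flies do not encode, and this genotype served as the control. Each library came from a pool of 7 to 10 larvae grown for about 90 h. The labels call the tissue adult body wall in one field, whereas the growth protocol and the series title name larvae, and the samples are described as larval here. Total RNA was extracted with Trizol, libraries were made with a SMARTer kit, and the run was paired-end with 50 nt reads, per the labels' protocols.

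The authors deposited one table with a FlyBase identifier, a symbol and 6 columns of normalized counts for 17807 genes. These values are a signal that is never negative: the deposited numbers are gene read counts divided by 1 factor per library. No aligner, counting tool, genome build, annotation or strand setting is named in the labels or in the deposited table. In each column 100% of the values were whole multiples of the smallest value above 0, so whole reads were recovered by dividing by that step. The step was closest to 1 in tmodRNAi replicate 1, at 1.01, and the values of that column were not whole numbers themselves. DESeq2's median-of-ratios size factors, recomputed from the recovered reads, multiplied by the steps gave 1 in each library, so the deposited scaling equals that method's scaling.

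The recovered reads assigned to genes ranged from 83824273 in mCherryRNAi replicate 3 to 110151028 in mCherryRNAi replicate 2. A floor of 3 reads corresponded to between 2.41 and 3.31 normalized counts. Counting error was therefore small for most genes, and the spread between replicates set the precision. Reads without molecular identifiers are not independent molecules, so such floors cover counting error only.

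The 10969 genes with a mean of at least 10 normalized counts over the 6 libraries were tested. Values were transformed to log2(normalized count + 1), and tmodRNAi was compared with mCherryRNAi with limma 3.58.1 (lmFit, then eBayes with a trended prior) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and 0.05 was the threshold. Fold changes are differences of group means on the log2(normalized count + 1) scale. The added 1 understates the change of low genes. Where replicates of a group differ widely, however, the mean of log values can give a larger change than the ratio of group means. Shifts of 13 gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the lists. The lists, the groups, the tests and the alternatives were fixed before the data were examined, except where stated. With 3 libraries against 3, an exact permutation test cannot give a two-sided p-value below 0.1.

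The genes named in the text follow a rule that was fixed in the same way. It takes tmod, Dcr-2 and Mef2. It adds the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, with a mean of at least 50 normalized counts and no overlap between the groups. It also adds up to 3 genes per list with the smallest adjusted p-value under 0.05. Other genes are named only where stated. Positions are from the Ensembl BDGP6.54 annotation, in which 17710 of the deposited identifiers were found. The deposited table holds no coordinates.

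The alternatives were pseudocounts of 0.1 and 10, no filter and a mean of at least 50, median centring and quantile normalization, limma without the trend, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, stricter thresholds, camera with the correlation estimated per list, leaving out each library in turn, and the replicate number as a block. The replicate numbers that pair libraries across genotypes come from the titles. A covariate for muscle transcript level was added after seeing the data. The tests were checked on simulated counts for 10969 genes, drawn with the means, library sizes and dispersions of these data, in which 200 genes were changed by 2 on the log2 scale. limma recovered 139 of the 200 with 10 calls among the other genes, edgeR recovered 138 with 10, and DESeq2 recovered 168 with 57. Camera called the 1 changed list and 0 of 12 unchanged lists, but the simulated genes were independent of each other, so this does not show how often camera makes false calls among correlated genes. GC content was not examined because no genome sequence was used here.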

Results

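Gene expression was measured in 6 libraries of muscle-enriched larval lysate, 3 in which tmod was knocked down in muscle (tmodRNAi) and 3 with a control knockdown (mCherryRNAi). The gene tmod encodes tropomodulin, a protein that caps the pointed ends of actin filaments in the sarcomere. The series title states that the comparison addresses how larval muscle degenerates when Tmod is depleted. Recovered reads numbered 104868742, 110151028 and 83824273 in mCherryRNAi replicates 1 to 3, and 101067428, 96394535 and 92705939 in tmodRNAi replicates 1 to 3. Between 13064 and 14184 genes had at least 1 read in a library. The 10 most abundant genes took 16.9% of the normalized counts in mCherryRNAi replicate 2 and 18.8% in replicate 3, against 23.3% to 24.5% in the 3 tmodRNAi libraries. In mCherryRNAi replicate 1 this share was 24.2%, within the range of the tmodRNAi libraries.

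The targeted gene was examined first. tmod (FBgn0082582) is a protein-coding gene on the plus strand of chromosome 3R, from 30532607 to 30578905 in BDGP6.54. Its normalized counts were 70528, 92366 and 75101 in mCherryRNAi replicates 1 to 3, with a mean of 79332 ± 11517 (SD, n = 3). They were 13993, 13734 and 12980 in the tmodRNAi libraries, with a mean of 13569 ± 527 (SD, n = 3). The tmodRNAi mean was 17.1% of the control mean. The log2 fold change was -2.54 (SE 0.12, adjusted p = 0.0045, limma with Benjamini-Hochberg adjustment). The groups did not overlap, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. Across the 6 fits that each left out one library, the log2 fold change ranged from -2.62 to -2.42 and the adjusted p-value from 0.000103 to 0.103, and it passed the threshold in 3 of them. Reads from the hairpin itself could not be separated from those of the endogenous transcript.

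Dcr-2 (FBgn0034246), whose product is supplied by the transgene in both genotypes, had 170972 ± 13693 normalized counts in the controls and 251988 ± 16970 in the tmodRNAi libraries (SD, n = 3 each). Its log2 fold change was 0.56 (SE 0.15, adjusted p = 0.044, limma). It did not pass the threshold without a filter on low values (adjusted p = 0.072), with median centring (0.055) or with quantile normalization (0.078), and it passed in 1 of the 6 fits that each left out one library. The exons of Dcr-2 overlap those of Rab4 on the opposite strand in the annotation. Mef2 (FBgn0011656), whose promoter drives the transgenes, had 21551 ± 5623 normalized counts in the controls and 14542 ± 467 in the tmodRNAi libraries, and its log2 fold change of -0.53 did not pass the threshold (adjusted p = 0.099, limma), although it did without mCherryRNAi replicate 1 (0.00042) and in DESeq2 (0.039).

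**Figure D1:**
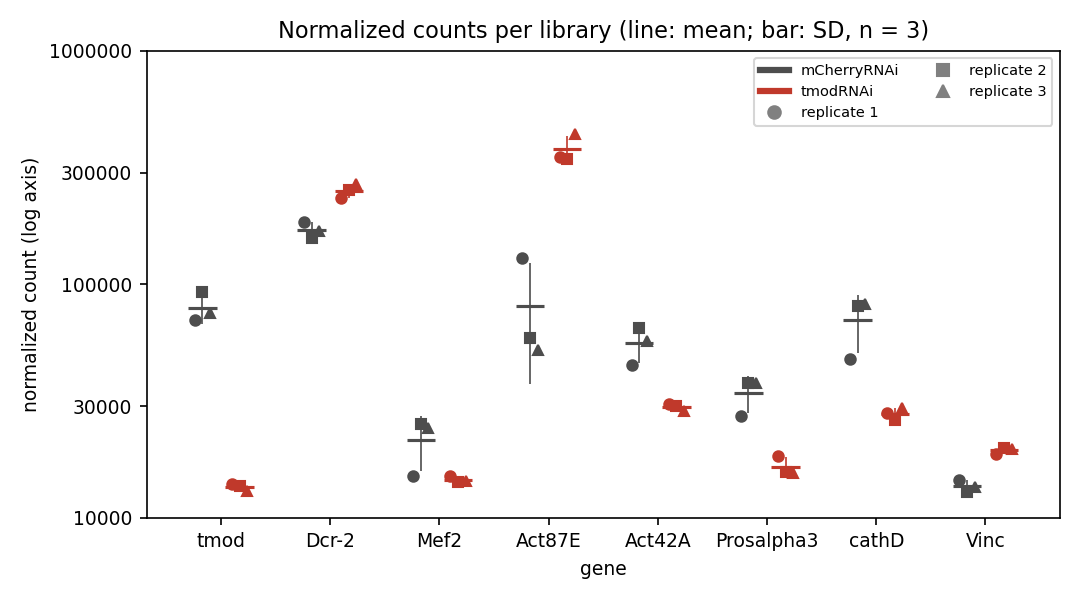
Normalized counts (log axis) of 8 genes in each library, with mCherryRNAi in grey and tmodRNAi in red, the marker shape giving the replicate number, the horizontal line the mean and the vertical bar the SD (n = 3). tmod was between 12980 and 13993 in the tmodRNAi libraries and between 70528 and 92366 in the controls, and mCherryRNAi replicate 1 lay on the tmodRNAi side of the other controls for each of the 8 genes.

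The overall similarity of the libraries was compared next. The mean Pearson correlation of log2 values across genes was 0.978 among the 3 tmodRNAi pairs (range 0.976 to 0.980), 0.970 among the 3 control pairs (range 0.956 to 0.984) and 0.939 over the 9 pairs between groups (range 0.907 to 0.975). Genes are not independent replicates, so these correlations describe the libraries. mCherryRNAi replicate 1 correlated with tmodRNAi replicate 1 at 0.975 and with mCherryRNAi replicates 2 and 3 at 0.956 and 0.969. For each library, the mean distance (1 minus r) to the other group was divided by the mean distance to its own group. This ratio was 2.49 ± 0.84 (SD, n = 6 libraries) on average. It was 0.832 in mCherryRNAi replicate 1 and between 2.43 and 3.08 in the other libraries. None of the other 9 splits of the libraries into 3 and 3 gave as large a mean ratio (exact permutation p = 0.1, the smallest possible). Leaving out mCherryRNAi replicate 1 moved the mean ratio most, to 3.98. The labels give no sequencing or library batch. Reads of each pair of replicates differed by far more than sampling noise (chi-square per degree of freedom of at least 77.5), so no library was counted as a resequencing of another. The comparison is with counting error alone, so it cannot tell separate pools from repeat preparations of one pool.

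**Figure D2:**
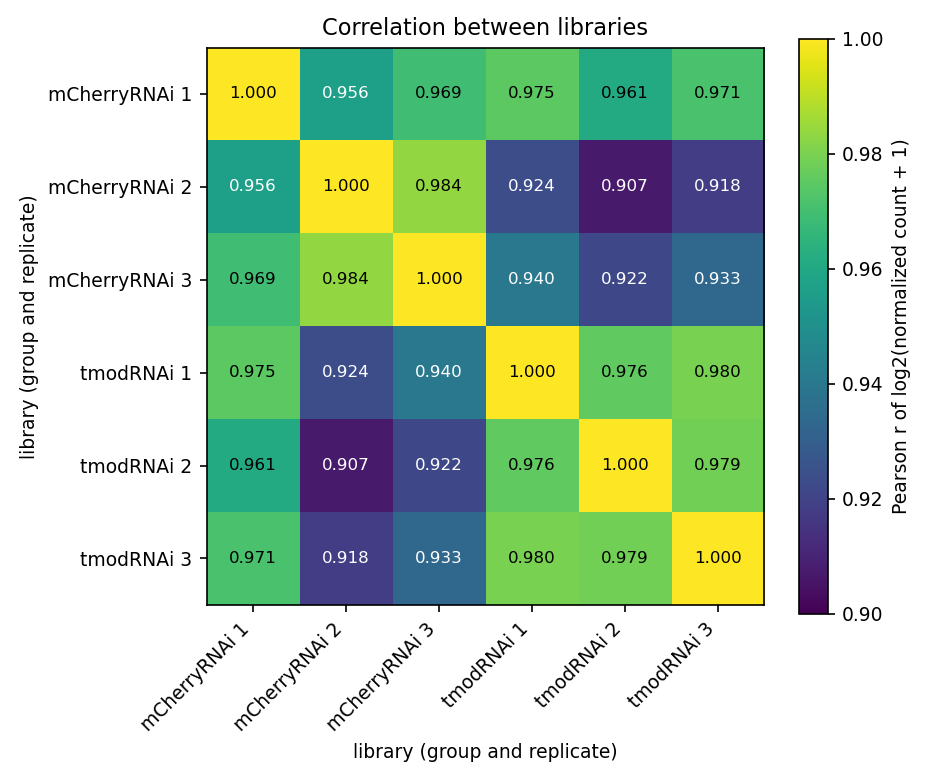
Pearson correlation of log2(normalized count + 1) between each pair of the 6 libraries over 10969 genes; rows and columns are libraries and colour gives r on a scale from 0.90 to 1. The tmodRNAi libraries correlated with each other at 0.976 to 0.980, and mCherryRNAi replicate 1 correlated with them at 0.961 to 0.975, against 0.907 to 0.940 for mCherryRNAi replicates 2 and 3.

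Between the groups, 2613 of the 10969 tested genes (23.8%) had an adjusted p-value under 0.05 by limma, with 1195 higher and 1418 lower in tmodRNAi. Of these, 618 were higher and 466 lower by at least 1 on the log2 scale. The median log2 fold change of all tested genes was 0.02. The groups did not overlap for 5638 tested genes (51.4%), where chance alone gives 10%. The adjusted p-values were concentrated near the threshold: 2584 of the 2613 lay between 0.03 and 0.05, and 29 were below 0.03. The count was unstable when libraries were left out. It ranged from 0 to 5203 genes across the 6 fits that each left out one library, and it was highest without mCherryRNAi replicate 1. In those fits between 3227 and 5983 genes had an unadjusted p-value under 0.05, against 4901 with all libraries. The groups did not overlap for any of the 2613 genes, so leaving out a library could not change their direction. On the recovered reads, edgeR's quasi-likelihood test called 2417 genes, 2292 of them shared with limma, and DESeq2 called 4401, 2611 of them shared.

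**Figure D3:**
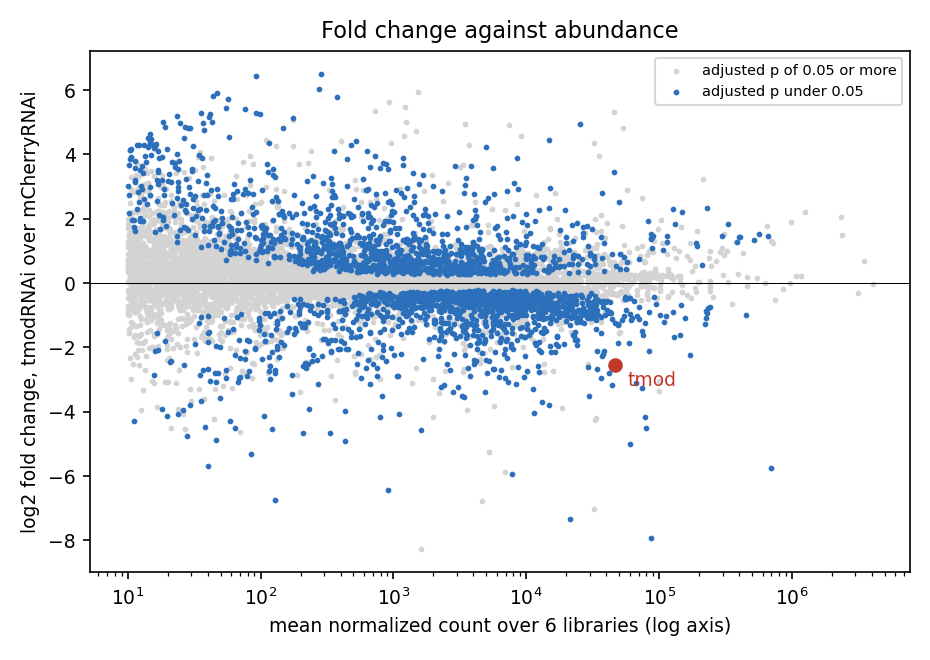
Log2 fold change of tmodRNAi over mCherryRNAi against the mean normalized count over 6 libraries (log axis), 1 point per tested gene (10969), with the 2613 genes past the adjusted p threshold in blue and the others in grey. tmod is marked in red at -2.54.

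Among the genes that rose most was CG18609 (FBgn0034382), from 23.59 ± 39.01 normalized counts in the controls to 547 ± 103 in tmodRNAi (log2 fold change 6.49, SE 1.502, adjusted p = 0.036, limma). IM4 (FBgn0040653, Dso1 in BDGP6.54) rose from 1.96 ± 3.40 to 184 ± 92 (log2 fold change 6.45, adjusted p = 0.031). CG45207 and CG8534 rose by 6.04 and 5.79 on the log2 scale (adjusted p = 0.043 and 0.048), although CG8534 overlaps an antisense RNA. loopin-1 was at or under the floor of 3 reads in the 3 controls, and its mean in tmodRNAi was at least 34.0-fold higher. Its tmodRNAi values were 40.4, 263 and 34.2 normalized counts in replicates 1 to 3, so this limit rests mostly on replicate 2. Its log2 fold change was 5.72 with all libraries and 4.79 without tmodRNAi replicate 2. The largest fall was that of CG2444 (FBgn0030326), from 172063 ± 137315 to 412 ± 111 normalized counts (log2 fold change -7.94, SE 1.10, adjusted p = 0.031). Its control values were 15494, 272029 and 228667 in replicates 1 to 3, and its exons overlap PhKgamma on the opposite strand. Achl, Cpr49Ab and CG3502 had log2 fold changes of -7.32, -6.45 and -5.93 (adjusted p = 0.031, 0.028 and 0.031). For Achl, control replicate 1 had 2931 normalized counts against 58982 and 66122 in control replicates 2 and 3. BomS6 was at or under the floor in the 3 tmodRNAi libraries and at least 77.5-fold lower than in the controls (256 ± 127 normalized counts). Of these 10 genes, CG18609, CG45207 and CG8534 no longer passed the threshold in limma without the trend, in edgeR or with a pseudocount of 0.1; CG45207 and CG8534 did not pass in DESeq2 either, nor CG8534 without a filter on low values. CG45207 and CG8534 also changed sign with a covariate for muscle transcript level, which was added after the data were seen. At least 9 of the 10 no longer passed in each of the fits that left out a library other than mCherryRNAi replicate 1, and the 10 passed when that library was left out.

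Lists of genes relevant to muscle structure and degeneration were then compared between the groups. Of the 13 lists, 8 shifted relative to the other genes at an adjusted p-value under 0.05 by camera, 4 upward and 4 downward. With the correlation between genes estimated per list in place of 0.01, 0 lists passed and 0 had an unadjusted p-value under 0.05. Of the 403 listed genes tested, 121 passed the threshold when adjusted over all genes and 187 when adjusted over the lists alone. The lists were tested under 14 settings chosen before the data were seen and changed direction in none of them. Under the replicate block and the correlation estimated per list the means could not change. With the muscle covariate, 4 of the 12 lists that could be tested passed and 5 changed direction, among them glycolysis, with a mean of -0.77, and oxidative phosphorylation, with a mean of -0.02.

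The sarcomere list was higher in tmodRNAi, with a mean log2 fold change of 1.47 ± 0.65 (SD over 26 genes, camera adjusted p = 6.1e-08). It was higher for 25 of the 26 genes, and 16 passed the threshold singly by limma. Act87E had 80488 ± 43069 normalized counts in the controls and 378032 ± 53103 in tmodRNAi (log2 fold change 2.35, SE 0.37, adjusted p = 0.031, limma). Its 3 control values were 130078, 58941 and 52444. Act79B and TpnC41C rose by 1.43 and 1.29 on the log2 scale (adjusted p = 0.031 each). Reads may be shared among the near-identical actin genes, so their separate values are uncertain. Nuclear genes of oxidative phosphorylation were higher by 0.79 on average (67 of 68 genes, adjusted p = 1.1e-12), as were glycolytic genes by 0.84 (13 of 13 genes, adjusted p = 0.0082, and 0.057 without mCherryRNAi replicate 2) and cytosolic ribosomal protein genes by 0.28 (84 of 84 genes, adjusted p = 5.7e-09). Single genes of the last 3 lists passed less often, with 10, 1 and 2 calls.

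The proteasome list was lower for each of its 32 genes, with a mean log2 fold change of -0.94 ± 0.08 (SD over genes, camera adjusted p = 4.1e-15), and the 32 genes passed the threshold singly by limma. Prosalpha3 fell from 34292 ± 6096 to 16574 ± 1573 normalized counts (log2 fold change -1.04, SE 0.16, adjusted p = 0.031). Autophagy genes were lower by a mean log2 fold change of -0.56 (22 of 24 genes, camera adjusted p = 3.4e-06). Among them Atg8a fell from 77423 ± 3201 to 52284 ± 4164 normalized counts, and cathD fell from 70306 ± 19288 to 27959 ± 1667. The list of actin regulators and cytoplasmic actins had a mean log2 fold change of -0.24 (24 of 31 genes lower, adjusted p = 0.0027). In this list Act42A had a log2 fold change of -0.89 and the formin gene form3 one of 0.83 (adjusted p = 0.031 each, limma). The cell death and JNK list had a mean log2 fold change of -0.47 (15 of 20 genes lower, adjusted p = 0.031), with log2 fold changes of -0.49 for Jra, -0.82 for Drice and 0.54 for kay. It did not pass with a filter at a mean of 50 (adjusted p = 0.063), with quantile normalization (0.053) or without mCherryRNAi replicate 2 (0.089). Its mean was -0.24 without that library, so its size rests in large part on 1 control. Relative to the control mean, this list was at 0.45 in mCherryRNAi replicate 2 and at -0.25 and -0.19 in replicates 1 and 3. The list of actin regulators did not pass with quantile normalization (0.0504).

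The remaining 5 lists did not pass the threshold in the main test, although 4 of them did under some alternatives. The chaperone list had a camera adjusted p-value of 0.36 (0.024 without tmodRNAi replicate 2), and Hsp27 and Hsp23 in it had log2 fold changes of -2.68 and -2.62 (adjusted p = 0.035 and 0.041, limma). The list of antimicrobial peptides and immune effectors had a mean log2 fold change of -1.19 and an adjusted p-value of 0.078, which was 0.012 without a filter on low values, 0.022 with quantile normalization, and 0.028 and 0.041 without tmodRNAi replicates 2 and 3, with log2 fold changes of -4.92 for AttA and 3.24 for BomBc3. AttA and AttB are neighbouring genes of similar sequence and their separate counts are uncertain. The nuclear envelope and LINC list had a mean log2 fold change of -0.11 (9 of 16 genes lower) and an adjusted p-value of 0.81. Singly, 5 of its genes passed the threshold as higher and 2 as lower. The 3 that the naming rule picked, Msp300, klar and Lam, were higher by 1.25, 0.53 and 0.36 on the log2 scale. In the list of muscle attachment and basement membrane genes (adjusted p = 0.33, and 0.021 with quantile normalization), Vinc rose from 13648 ± 818 to 19439 ± 648 normalized counts (log2 fold change 0.51, SE 0.08, adjusted p = 0.031). The unfolded protein and ATF4 list had an adjusted p-value of 0.21, and 0.0012 with the muscle covariate. Of the genes named here and in the cell death list, Hsp27, Hsp23, Lam and kay did not pass in limma without the trend.

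**Figure D4:**
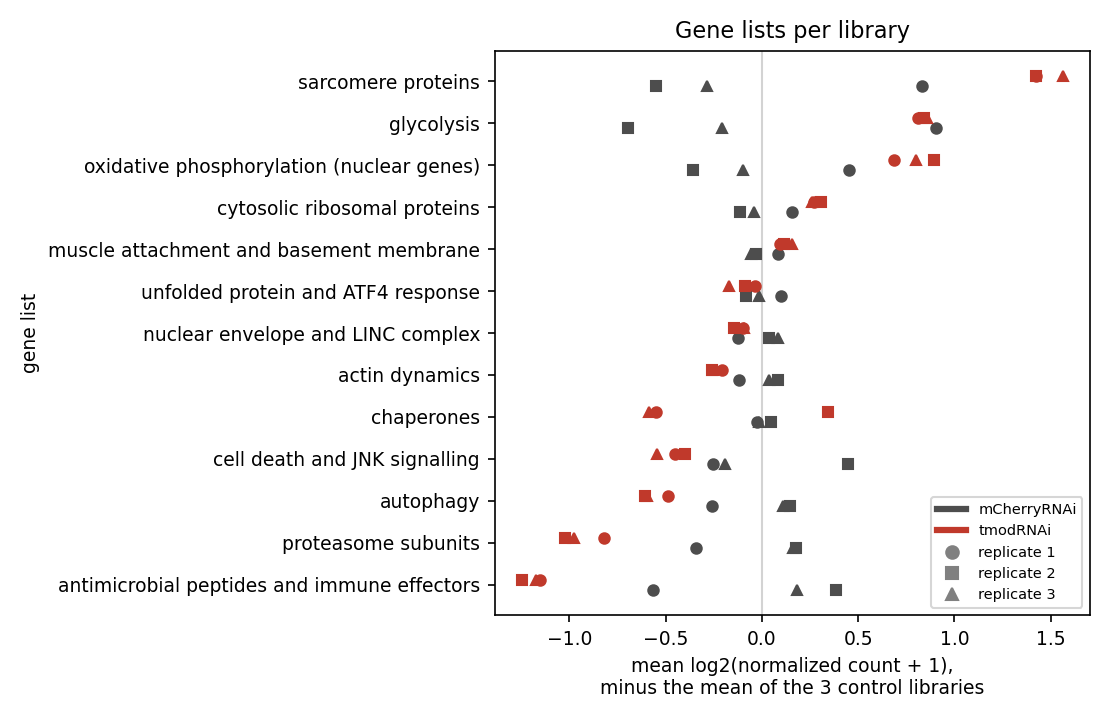
Mean log2(normalized count + 1) of each of the 13 gene lists in each library, relative to the mean of the 3 control libraries, with mCherryRNAi in grey and tmodRNAi in red and the marker shape giving the replicate number. mCherryRNAi replicate 1 lay between the other controls and the tmodRNAi libraries for the sarcomere, oxidative phosphorylation, proteasome and autophagy lists.

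The control libraries themselves differed in the same lists. Between mCherryRNAi replicate 1 and the mean of replicates 2 and 3, the sarcomere list was lower in the latter by a mean of -1.25 on the log2 scale and the proteasome list was higher by 0.51. Against mCherryRNAi replicate 1 alone, the tmodRNAi libraries were higher by 0.64 for the sarcomere list, lower by a log2 difference of -0.60 for the proteasome list and different by -0.06 for the glycolytic list. These differences from a single library have no replicate check. For tmod, the difference from that library alone was -2.38. For the 2613 genes past the threshold, the median share of the log2 difference that was left against this library was 0.65; their direction against it follows from the groups not overlapping and is no separate check.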

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

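The tmod difference kept its direction under each alternative tried, and the 13 gene lists did so under the 14 settings, chosen before the data were seen, in which they were tested. These 14 leave out limma without the trend, edgeR and DESeq2. Some settings could not change a direction. The block leaves each fold change as it is, and so does estimating the correlation for the lists. For tmod the filters change nothing, and its groups did not overlap, so leaving out a library could not reverse it. The number of genes past the threshold was the least stable result. It was 2613 (1195 higher, 1418 lower) and stayed within 1.5 times that number under both other pseudocounts, both other filters, median centring, quantile normalization and edgeR. Under median centring 36.1% of the calls were higher in tmodRNAi, against 45.7% in the deposited scaling. It became 954 (473 higher, 481 lower) in limma without the trend, 4401 (2085 and 2316) in DESeq2, 1084 (618 and 466) with an added log2 threshold of 1, and 2 (0 and 2) at an adjusted p-value under 0.01. The balance of calls thus turned from more lower to more higher genes with the log2 threshold, as it did without tmodRNAi replicate 1 (37 higher, 22 lower). The 2 genes under 0.01 were tmod and CG18278, the latter named after its values were seen. DESeq2 made more false calls than limma in the simulated data (57 against 10), so its larger count is not firmer.

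Across the 6 fits that each left out one library, the count ranged from 0 to 5203 genes, with 0 to 2464 higher and 0 to 2739 lower. The highest count came without mCherryRNAi replicate 1, and 2597 of the 2613 genes were among those 5203. In 3 of the 6 fits no gene passed, with at least 3227 genes at an unadjusted p-value under 0.05. Of the 2613 adjusted p-values, 2584 lay between 0.03 and 0.05. For tmod the log2 fold change ranged from -2.62 to -2.42 in these fits and passed in 3 of the 6. The ratio of between-group to within-group distance ranged from 2.01 to 3.98, and was 1.59 with Euclidean distance over the 500 most variable genes. The causes of the changes given in this part were not tested.

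With the replicate number as a block, 0 genes passed (0 higher, 0 lower), 3969 had an unadjusted p-value under 0.05, and tmod kept its log2 fold change of -2.54 at an adjusted p-value of 0.096. Same-numbered libraries did not deviate together: the correlation of their deviations from the group means was -0.06, 0.02 and -0.02 for replicates 1, 2 and 3. They are also pools of different larvae, so the block removes degrees of freedom without removing shared variation.

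With a covariate for muscle transcript level, added after seeing the data, 5 genes passed (1 higher, 4 lower), and tmod was among them. The other 4, named after their values were seen, were CG14893, Cyp6a17, GstE1 and MsrA. The number of shifted lists became 4 of 12, since the sarcomere list defines the covariate and was left out. The list means reversed to -0.77 for glycolysis, -0.0186 for oxidative phosphorylation, 0.080 for the nuclear envelope, -0.0209 for muscle attachment and 0.0897 for cell death; 3 other lists were weaker and 1 stronger. Of the 46 other named genes 40 were weaker and 6 reversed: Mef2 (0.287), CG45207 (-0.358), CG8534 (-0.896), Gpdh1 (-0.0239), ND-SGDH (-0.0052) and ND-PDSW (-0.0092). In this part a result is called weaker if it kept its direction but no longer passed the threshold, and stronger if it newly passed. The fold change of a weaker result need not be smaller. The covariate is itself an outcome that differs between the groups, so this fit also removes part of any effect of the knockdown on muscle transcripts.

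The count of 8 shifted gene lists became 0 when the correlation between genes was estimated per list, with 0 lists at an unadjusted p-value under 0.05 and a smallest p-value of 0.16. It ranged from 6 to 10 across the fits that left out a library. Of the other results for single lists, 3 were weaker and 3 stronger under the remaining settings fixed beforehand, 2 weaker and 3 stronger without a library, and 1, the antimicrobial peptide list, stronger with the block (adjusted p = 0.028). For the 46 other named genes, 37 results were weaker (16 of them in limma without the trend), 1 was stronger and 375 kept their side of the threshold under the other settings fixed beforehand. Leaving out a library made 224 results weaker and left 51 on their side. Depth did not limit the main results, since each library held at least 83824273 reads; it limits only genes at or under 3 reads, such as loopin-1 in the controls and BomS6 in tmodRNAi.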

Other observations

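The tests of sample mixing, of Dcr-2 and of a shared gradient, and the comparison of gene counts with other splits, were chosen only after the results they bear on had been seen; the marker lists below were chosen after the pattern was seen but before their own values were.

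Other splits of the 6 libraries bear on the group comparison. Of the 4 splits that part the 3 same-numbered pairs, 1, the real one, gave as many genes past the threshold, and the same held for the higher and for the lower genes (1 of 4 each). The other 6 of the 10 splits part 1 pair each, and the largest count in any of the 9 other splits was 1 gene. With 4 such splits the share cannot go under 0.25, so chance cannot be excluded by this count. The gene lists fared differently. Of the 4 splits, 2 gave at least 8 shifted lists, and over the 10 splits 4 of the other 9 did so, with up to 9 lists. The 3 splits that set mCherryRNAi replicate 1 and a pair of tmodRNAi libraries against the rest each gave at least 8. Each of the other splits keeps part of the contrast between the genotypes, so these counts cannot show whether the shifts are due to the knockdown.

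A pattern that a reader would want to examine is that mCherryRNAi replicate 1 correlated better with the tmodRNAi libraries (mean r 0.969) than with mCherryRNAi replicates 2 and 3 (mean r 0.963). Among the 2613 genes past the threshold, this replicate was the control nearest the tmodRNAi mean for 85.6%, against 65.1% of all tested genes and 33.3% if the controls were interchangeable. Thinning each library to 83824273 reads left the difference in mean r at 0.0065, and removing each library's trend on exonic length (known for 99.5% of tested genes) left it at 0.0065, so neither depth nor length accounts for it. GC content was not tested. A mixture of control and tmodRNAi material in the proportion that the sarcomere genes would need (52.3% tmodRNAi) predicts 47022 normalized counts of tmod, whereas the library had 70528, a log2 excess of 0.58 against a spread of 0.21 (SD) between the other 2 controls. A swapped label goes against this tmod level, since the tmodRNAi libraries had 12980 to 13993. For mixing in that proportion the evidence is weaker, because the spread comes from only 2 libraries.

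A different share of muscle in the lysate was weighed in 2 ways. If replicates 2 and 3 held less muscle, markers of other tissues should be higher there, yet only 2 of the 5 lists were (fat body and imaginal disc), while neuron, trachea and hemocyte markers were lower. Of these 3, the trachea mean of -0.77 came mainly from serp and verm (-1.91 and -2.25), with trh and btl higher (0.31 and 0.46), and the hemocyte list was at the 19.38 percentile, so the neuron list, lower for 8 of 9 genes, carries most of this test. Dcr-2, which the muscle driver expresses in these larvae, differed by -0.18 on the log2 scale while the sarcomere list differed by -1.25, and Mef2 differed in the opposite direction by 0.72. The neuron list goes against muscle content as the only explanation. The first test rests on few lists, however, and marker genes can also change in expression within their own tissue. The second test cannot decide, because it assumes equal driver activity, and Mef2, whose promoter drives the transgenes, was itself higher in replicates 2 and 3. Fat-body material, at the 98.28 percentile of random lists, could differ between the libraries. In that list 4 of 7 genes were higher in replicates 2 and 3, most of all Fbp1 and Fbp2 (1.49 and 1.13). Lsp1alpha, Lsp1beta and Lsp1gamma were not (-0.18, -0.16 and -0.002). The fat-body list was also higher in tmodRNAi than in control replicate 1 by 1.81 on the log2 scale (percentile 100), as was the imaginal disc list by 0.71 (percentile 99.82). In neither list did control replicate 1 lie between the other controls and tmodRNAi, so a difference between the groups in the share of other tissues is not excluded.

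The developmental stage of the larvae is a candidate explanation. The percentiles given here and above rank marker lists against random genes, which may vary together less than the genes of a marker list. With a single library on one side, they do not measure the spread between replicates. Genes of the ecdysone response were higher in control replicates 2 and 3 than in replicate 1 by a mean of 1.71 on the log2 scale (13 of 15 genes), above each of 10000 random lists matched on expression (percentile 100). Hr4, which like Eip78C was picked out of this list once the values were seen, had 299 normalized counts in replicate 1 and 6295 and 6031 in replicates 2 and 3, and Eip78C had 275 against 12633 and 8127, while the tmodRNAi libraries lay between 172 and 258 for both genes. Cuticle and tanning genes were at the 99.69 percentile, with 4 of 7 genes higher, but the mean difference from replicate 1 was 2.502 in replicate 2 and 0.59 in replicate 3, and the largest part came from the gene e (7.08), which was high in replicate 2 alone. The other 3 higher genes were raised in both replicates: Ddc (32184 in replicate 1, 237745 and 195502 in replicates 2 and 3, 3835 to 6518 in tmodRNAi), Pcp and b. The salivary glue list did not differ among the controls in this way (percentile 67.94, 5 of 9 genes higher). Its mean difference from replicate 1 was -0.70 in replicate 2 and 1.014 in replicate 3. These differences had opposite signs, so their mean cannot decide for or against a difference in stage. The salivary glue list was higher in tmodRNAi than in control replicate 1 by 2.47 on the log2 scale, with a wide spread among the tmodRNAi libraries. The ecdysone values are consistent with control replicates 2 and 3 being past an ecdysone pulse that control replicate 1 and the tmodRNAi libraries had not reached, a hypothesis that the labels, which give the same age of about 90 h for each sample, cannot settle.

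The same axis runs through the group comparison. With no library used on both sides, the difference between tmodRNAi and control replicate 2 correlated across genes with the difference between control replicates 1 and 3 (r = 0.67), and with replicates 2 and 3 exchanged the correlation was 0.65. A gradient shared by the controls and the group difference may thus make up much of the 2613 calls, including the higher sarcomere transcripts and the lower proteasome transcripts. An earlier stage of the tmodRNAi larvae was not established. Their fat-body and salivary glue lists were higher than in control replicate 1 by 1.81 and 2.47, while the ecdysone list differed by -0.21. If stage did differ, these libraries cannot tell an earlier collection of the tmodRNAi larvae from development slowed by the knockdown. tmod followed this axis little: its log2 difference was -2.38 against control replicate 1 alone and -2.54 against the 3 controls.

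The gene e, picked out of the tanning markers like the gene b once the values were seen, had 200252 normalized counts in mCherryRNAi replicate 2, against 34.3 and 113 in replicates 1 and 3 and 28.3 to 81.0 in the tmodRNAi libraries. The gene b had 54042 in that library, against 2339 and 9692 in the other controls. No explanation was tested for either.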
